A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Increasing the resilience of plant immunity to a warming climate" (2022).

How the data were processed

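RNA was taken from leaves of 4-week-old Arabidopsis thaliana plants, either wild-type Col-0 or 35S::CBP60g, a Col-0 line that expresses the transcription factor gene CBP60g from the 35S promoter of cauliflower mosaic virus. Plants were kept at 23 °C or 28 °C, and all of them were infiltrated with the bacterial pathogen Pseudomonas syringae pv. tomato (Pst) DC3000 at an OD600 of 0.0005. Each of the 4 combinations of genotype and temperature had 3 plants, 1 library each. No library of mock-treated plants is part of these 12, so every comparison is between inoculated plants. Per the labels, libraries were made from polyadenylated RNA with a stranded kit and sequenced as 50-base single reads. By the methods of the study, the 12 libraries were pooled and the pool was run on 2 lanes, which would place each library on both. The labels speak of 2 pools of 12 libraries with 1 lane each, and the values are given per library, so lanes were not compared.

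The deposited table holds RPKM values (read counts scaled to transcript length and library size), made by the authors, for 18124 genes in the 12 libraries. The reporting summary of the study lists Trimmomatic, STAR, featureCounts and TMM/voom for RNA-seq. The genome build, the annotation and the use of strand in counting are not given in the sources used here. The columns name genotype, temperature and a plant number that differs from the replicate numbers in the labels, so each column was assigned to its group only, and libraries are named here by group and the plant number in the column (DC1 to DC4).

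Low RPKM values move in steps of 1 read, so the reads behind them were recovered. With exon lengths from the TAIR10.1 annotation, 18042 genes (99.5%) gave whole numbers of reads in all 12 libraries, within 0.02 read plus a relative tolerance of 2e-06 per read. Of the 9192 genes with 1 transcript model, 9191 were whole with their own length and 11 were whole after lengths had been exchanged between genes. The recovered totals were 24662103 to 35155696 reads per library. The ratio of these totals to the library sizes implied by the RPKM values ran from 0.914 to 1.156, so the authors had scaled the libraries by something other than the plain total. TMM scaling, which the reporting summary lists, would give such ratios; whether these are TMM factors was not tested. Because the build is not named, TAIR10.1 was used only for gene names, lengths, GC content and shared sequence, and no coordinates are given. Of the 18124 identifiers, 18044 matched a locus tag of TAIR10.1 and 8068 had a symbol; genes with no symbol keep their locus identifier. A depth of this size leaves little counting error for a gene with many reads, but a gene below 0.1 RPKM rests on a handful of reads.

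Values were tested as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3, with 1 mean per group, all 12 libraries in the fit and a variance trend on expression level. The 16730 genes with a mean of at least 1 RPKM over the 12 libraries were tested and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p below 0.05, and the number with an absolute log2 difference of at least 1 is given beside each count. All log2 differences are on the log2(RPKM + 1) scale, which understates the change of genes with low values. Adjusted p-values without another tool named are from limma. The contrasts were the temperature effect in each genotype (28 °C minus 23 °C), the genotype effect at each temperature (35S::CBP60g minus Col-0), and the interaction, which is the temperature effect in 35S::CBP60g minus that in Col-0. The methods of the study state ratios of RPKM for the clusters and no test of single genes; the grouping into 4 clusters by those ratios was rebuilt on group means.

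The procedure was tested on simulated reads with the means, spread and library sizes of these data and 200 genes changed. For the temperature effect in Col-0 it recovered 82.5% of genes changed by 1 log2 unit and 99% of those changed by 2, with 9 and 13 false calls (5.2% and 6.2% of the calls made) in tables of 16617 and 16595 genes. For the interaction it recovered 50% and 93% in tables of 16603 and 16605 genes. False calls there were 3 and 7 (2.9% and 3.6% of the calls made). In these tables an interaction of 1 log2 unit was thus missed as often as it was found. The adjusted threshold becomes less strict as more genes change, and the data gave 3268 interaction calls. The share missed in the data may therefore differ.

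The 5 gene lists were written before the data were examined, as were the contrasts, the settings below and the rule for naming genes: SA pathway (salicylic acid synthesis and response), JA response (jasmonate synthesis and response), heat response, warm-temperature growth and DNA replication. The last follows a term that the study itself reported for these samples, so it is not independent evidence. Among its clusters of these samples the study also reported terms for the response to salicylic acid and to jasmonic acid. The SA pathway and JA response lists share genes with the examples given there, so they are not independent evidence either. CBP60g is in none of the lists. They were tested with camera at a preset correlation between genes of 0.01 and with fry, both from limma, with adjustment over 25 tests (5 lists in 5 contrasts). Named genes are 14 fixed before the data were examined (CBP60g, SARD1, ICS1, PBS3, EDS1, PAD4, ALD1, RLP23, LYK5, MKK4, WRKY75, BSMT1, NPR1 and PR1) and, for each contrast, the 3 largest rises and the 3 largest falls among called genes; for contrasts of a pair of groups their libraries also had not to overlap. Where another gene is named, it was chosen after its values were seen.

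Overlap between the fall at 28 °C in Col-0 and the rise in 35S::CBP60g at 28 °C was compared with 100 simulated tables in which both genotypes had the Col-0 mean at 28 °C, since both contrasts use the same Col-0 libraries. A first form of this simulation had drawn only the 35S::CBP60g libraries anew; it was changed after its result of 0 had been seen, because it left out the noise the contrasts share. To measure the temperature effect free of selection on noise, genes were chosen on 2 of the 3 Col-0 libraries per temperature. They were measured in the left-out pair and in 35S::CBP60g, in all 9 ways. In a simulation over 16000 genes with the same effect in both genotypes, the left-out Col-0 pair gave medians of -0.8 and 0.79 and the other genotype -0.8 and 0.8. Alternatives were pseudocounts of 0.1 and 0.5 RPKM, no filter and a filter of 5 RPKM, median-of-ratios rescaling, quantile normalization, robust limma, array weights, a fit with only the libraries of the groups compared, and leaving out each library. After the data had been seen, limma-voom on the recovered reads, removal of trends on GC content and length in each library, and thinning of all libraries to the smallest depth were added. A list of 8 clock genes, 7 of them in the table, was also written then. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.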

Results

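The data were leaf transcriptomes of 12 plants inoculated with Pst DC3000, a virulent bacterial pathogen of Arabidopsis, at ambient (23 °C) or elevated (28 °C) temperature. The 4 groups were Col-0 at 23 °C, Col-0 at 28 °C, 35S::CBP60g at 23 °C and 35S::CBP60g at 28 °C, with 3 plants in each. CBP60g is a transcription factor that acts on ICS1, the gene of the main synthesis route of salicylic acid (SA), a defence hormone. Recovered depth was 26492817 to 27956949 reads per library in Col-0 at 23 °C, 25604114 to 35155696 in Col-0 at 28 °C, 25258727 to 32221451 in 35S::CBP60g at 23 °C and 24662103 to 34216527 in 35S::CBP60g at 28 °C. No 2 libraries held identical values. Over the tested genes, Pearson's r of log2 values was 0.9575 to 0.9891 between libraries of a group and 0.7856 to 0.9746 between libraries of different groups (a description across genes, which are not independent replicates). The differences between plants of a group were well above counting noise, with a chi-square per gene of 24.4 to 109.4 where counting noise alone gives 1.

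CBP60g (AT5G26920) was examined first, because the transgene checks the genotype labels. Its level in Col-0 was 28.5 ± 7.62 RPKM at 23 °C and 5.67 ± 0.193 RPKM at 28 °C (SD, n = 3). In 35S::CBP60g it was 2455 ± 258 RPKM at 23 °C and 1676 ± 501 RPKM at 28 °C (SD, n = 3). Each of the 6 35S::CBP60g libraries lay above each Col-0 library, with 1164 RPKM as the lowest transgenic value and 33.9 RPKM as the highest Col-0 value. RPKM values sum reads of the transgene and of the resident gene, which share the coding sequence. The fall at 28 °C in Col-0 was -2.11 on the log2 scale (SE 0.228, limma adjusted p = 4.89e-05). In 35S::CBP60g the 3 libraries at 28 °C (1164 to 2165 RPKM) lay below the 3 at 23 °C (2199 to 2715 RPKM), but the difference of -0.59 (SE 0.228, adjusted p = 0.0791) missed the threshold. It passed without Col-0 plant DC2 at 23 °C (-0.59) or 35S::CBP60g plant DC3 at 28 °C (-0.80). The interaction was 1.52 (SE 0.322, adjusted p = 0.0111).

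**Figure D1:**
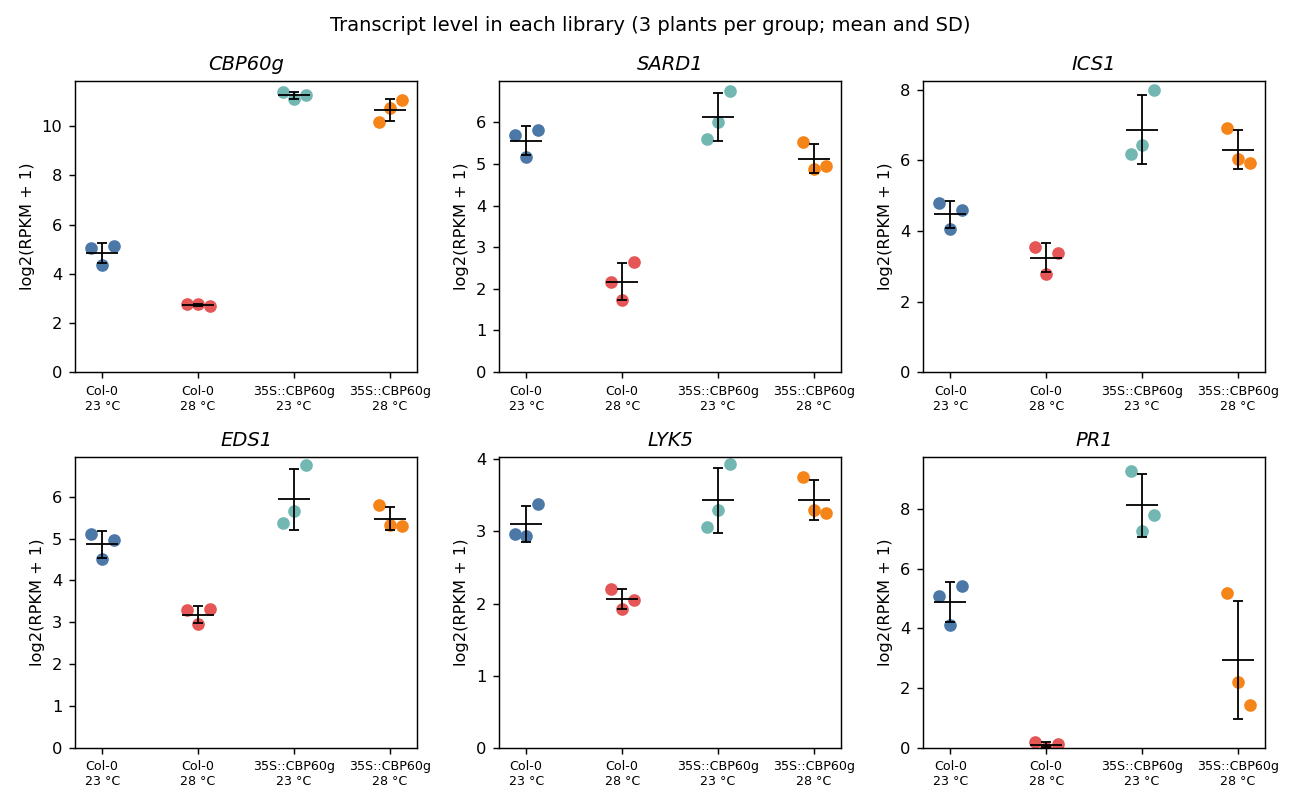
Transcript level of 6 genes in each library as log2(RPKM + 1), by genotype and temperature on the horizontal axis. Points are single plants (n = 3 per group), and bars are the mean and SD. CBP60g lies at or above 1164 RPKM in each 35S::CBP60g library, and PR1 at 28 °C spreads from 1.72 to 35.5 RPKM in 35S::CBP60g.

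The first comparison asked how elevated temperature changed the transcriptome of inoculated wild-type plants. In Col-0, 9055 of 16730 genes differed between temperatures, 4865 higher and 4190 lower at 28 °C. Of these, 967 rose and 1284 fell by at least 1 log2 unit. Array weights moved this count most, to 11336. The largest rises were those of CHAT (AT3G03480, 5.08 on the log2 scale, adjusted p = 1.11e-05), VSP2 (AT5G24770, 5.06, adjusted p = 0.000782) and AT4G11310 (5.05, adjusted p = 4.68e-05). The largest falls were those of 3 plant defensin genes. PDF1.2 (AT5G44420) went from 953 to 4.13 RPKM, PDF1.2c (AT5G44430) from 734 to 3.04 RPKM and PDF1.3 (AT2G26010) from 282 to 0.426 RPKM. Their log2 differences were -8.13, -7.92 and -7.54, each with the 3 libraries at 28 °C below the 3 at 23 °C. These defensin genes belong to a family of similar copies. At a read length of 50 bases, 0.6% of the windows of PDF1.2, 0.6% of those of PDF1.2c and 4.9% of those of PDF1.3 occur in another gene.

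Of the 14 genes fixed beforehand, 12 were lower at 28 °C in Col-0 at an adjusted p below 0.05. BSMT1 was higher, and PBS3 fell from 11.3 ± 5.57 to 4.76 ± 0.854 RPKM (SD, n = 3) without passing the threshold (adjusted p = 0.201), except with only the libraries of the 2 groups in the fit (-1.01). SARD1 (AT1G73805), a paralogue of CBP60g, fell from 47.0 ± 10.6 to 3.66 ± 1.46 RPKM (SD, n = 3, -3.39 on the log2 scale, SE 0.311, adjusted p = 2.15e-05). An opposite-strand gene overlaps 18.4% of the SARD1 exon bases, and the use of strand in counting is not given. ICS1 (AT1G74710) fell from 21.8 ± 5.58 to 8.71 ± 2.55 RPKM (SD, n = 3, -1.23, SE 0.439, adjusted p = 0.0335). Its call was lost without plant DC1 or DC4 at 23 °C or plant DC3 or DC4 at 28 °C, and leaving out each library in turn gave -1.45 to -1. The ALD1 call was lost without plant DC2 or DC4 at 23 °C or any Col-0 plant at 28 °C, and with limma-voom (-4.96). The MKK4 call was lost without plant DC1 or DC4 at 23 °C or plant DC3 at 28 °C. PR1 (AT2G14610), a marker of the SA response, fell from 30.7 ± 13.2 to 0.0748 ± 0.0691 RPKM (SD, n = 3), and its 3 libraries at 28 °C held 4, 0 and 2 reads. EDS1, PAD4 and RLP23 fell by 1.68, 1.34 and 2.23 log2 units. NPR1, the gene of an SA receptor, fell by 0.72 log2 units (SE 0.114, adjusted p = 0.000421).

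The same comparison in 35S::CBP60g called 4222 genes, 1879 higher and 2343 lower at 28 °C, with 287 and 618 past 1 log2 unit. With only the libraries of these 2 groups in the fit the count was 2485, and without plant DC2 at 28 °C it was 2752. The largest rises were those of VSP2 (5.02 on the log2 scale), AT4G17470 (4.42) and VSP1 (AT5G24780, 4.19). The largest falls were those of TCH4 (AT5G57560, -5.28), PR1 (-5.18) and PDF1.2 (-4.67). Adjusted p-values of these 6 genes ran from 0.000144 for TCH4 to 0.00386 for VSP1. PR1 fell from 336 ± 256 to 13.6 ± 19.0 RPKM (SD, n = 3). Of the 3 plants at 28 °C, DC1 had 35.5 RPKM, DC2 3.65 RPKM and DC3 1.72 RPKM. SARD1 was lower by 0.99 log2 units in the transgenic line (SE 0.311, adjusted p = 0.0377). That call was lost without plant DC2 or DC4 at 23 °C, DC2 or DC3 at 28 °C, or Col-0 plant DC1 at 28 °C, with a range of -1.25 to -0.69. It was also lost under quantile normalization (-0.88) and with only the libraries of the groups compared (-0.99). RLP23 was lower by 1.15 log2 units (adjusted p = 0.0274), a call lost without plant DC4 at 23 °C or plant DC1 or DC2 at 28 °C and with a pseudocount of 0.1 RPKM (-1.18). ICS1, PBS3, EDS1, PAD4, ALD1, LYK5, MKK4, WRKY75 and NPR1 had no call for temperature in 35S::CBP60g, although ALD1 gained 1 without plant DC1 at 28 °C (-2.22) and with array weights (-1.71), and WRKY75 without plant DC1 at 23 °C (-1.07).

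The genotype comparison at each temperature asked what the transgene changed in inoculated plants. At 23 °C, 2085 genes differed, 975 higher and 1110 lower in 35S::CBP60g, and 241 and 254 passed 1 log2 unit. This count was the least stable of the 5. It was 409 without Col-0 plant DC1 at 23 °C, 787 without 35S::CBP60g plant DC1 at 23 °C, and 1043 to 1312 without any of the other 4 plants at 23 °C. After CBP60g itself (6.41 on the log2 scale), the largest rises were those of AT3G28510 (3.90, adjusted p = 0.00392) and PR1 (3.24, SE 0.815, adjusted p = 0.0292). The PR1 call was lost without Col-0 plant DC1 or DC2 or 35S::CBP60g plant DC1 or DC4 at 23 °C. The largest falls were those of PDF1.3 (-4.63), PDF1.2c (-4.23) and PDF1.2 (-4.21). ICS1 was 6.3-fold higher in 35S::CBP60g at 23 °C (2.40 on the log2 scale, adjusted p = 0.0098), at 137 ± 101 RPKM (SD, n = 3), and plant DC4 held 254 RPKM of it. Without that plant the difference was 1.84 on the log2 scale and kept its call. SARD1 did not differ between genotypes at 23 °C (0.56, adjusted p = 0.255). RLP23 (1.99, adjusted p = 0.00699), ALD1 (2.37, adjusted p = 0.0254), EDS1 (1.08, adjusted p = 0.0443) and PAD4 (1.23, adjusted p = 0.0495) were also higher at 23 °C. Of 24 settings, 5 lost the ALD1 call, 10 the EDS1 call and 16 the PAD4 call. PBS3, LYK5, MKK4, WRKY75, BSMT1 and NPR1 had no call. PBS3 gained 1 with array weights (1.45) and BSMT1 with a pseudocount of 0.1 RPKM (-3.34).

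At 28 °C the genotypes differed in 7052 genes, 3001 higher and 4051 lower in 35S::CBP60g, with 757 and 764 past 1 log2 unit. The excess of lower genes depended on scaling: quantile normalization gave 3412 higher and 3456 lower, and median-of-ratios rescaling 3372 and 3502. After CBP60g (7.93 on the log2 scale), the largest rises were those of PCR1 (AT1G14880, 5.78, adjusted p = 0.00012) and NUDT6 (AT2G04450, 5.62, adjusted p = 4.91e-05). The largest falls were those of AT2G17500 (-4.81, adjusted p = 0.00012), TT4 (AT5G13930, -4.21, adjusted p = 0.000505) and AT1G54020 (-4.17, adjusted p = 0.000213). ICS1 was at 82.0 ± 34.1 RPKM in 35S::CBP60g against 8.71 RPKM in Col-0 (3.06, SE 0.439, adjusted p = 0.000437), and SARD1 at 34.7 ± 9.25 RPKM against 3.66 RPKM (2.95, SE 0.311, adjusted p = 0.000138). EDS1, PAD4, PBS3, RLP23, ALD1, LYK5, MKK4, NPR1 and PR1 were also higher in 35S::CBP60g at 28 °C, by 0.74 log2 units (NPR1) to 3.07 (RLP23). The MKK4 call was lost without Col-0 plant DC3 at 28 °C, and the ALD1 and PR1 calls were lost with limma-voom. BSMT1 was lower by 3.47 log2 units (adjusted p = 0.00415), and WRKY75 had no call (0.73, adjusted p = 0.0794). It gained 1 without 35S::CBP60g plant DC4 at 23 °C (0.73) or DC3 at 28 °C (0.98), with a pseudocount of 0.1 RPKM (1.64), with array weights (1.16) and with GC content and length trends removed (0.86). Across the 16730 genes, the genotype effects at the 2 temperatures, which share no library, had a Pearson's r of 0.48. Of 2085 genes called at 23 °C, 1612 had the same direction at 28 °C, and 990 of the 1154 genes called at both temperatures did.

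The interaction tested whether the temperature effect itself differed between genotypes. It was called for 3268 genes, of which 1448 had a positive and 1820 a negative interaction, and 569 and 499 passed 1 log2 unit. With array weights, whose estimation gave a convergence warning, the count was 6216, and leaving out 1 library gave 1780 (without Col-0 plant DC1 at 28 °C) to 3942 (without 35S::CBP60g plant DC3 at 28 °C). It was also far lower without Col-0 plant DC1 (2078) or DC4 (2132) or 35S::CBP60g plant DC1 (1906) or DC2 (2077) at 23 °C. Under quantile normalization 54.9% of the calls were positive, against 44.3% with the values as deposited. The largest positive interactions were those of PDF1.3 (4.58, adjusted p = 0.00354), PDF1.2c (3.86, adjusted p = 0.0446) and AT3G57460 (3.71, adjusted p = 0.00376). AT3G57460 fell from 29.8 to 4.66 RPKM in Col-0 and rose from 23.3 to 63.4 RPKM in 35S::CBP60g. The PDF1.2c call was lost under 4 of the settings with all libraries and on leaving out 10 of the 12 libraries. The largest negative interactions were those of CHAT (-3.61, adjusted p = 0.00354), RTFL21 (AT1G67265, -3.49, adjusted p = 0.00314) and AT4G10290 (-3.33, adjusted p = 0.00915). RTFL21 rose from 7.53 to 35.0 RPKM in Col-0 and fell from 12.8 to 4.10 RPKM in 35S::CBP60g. AT4G10290 rested on 1, 0 and 0 reads in 35S::CBP60g at 23 °C, and its call was lost with a pseudocount of 0.1 RPKM and with limma-voom; the CHAT and PDF1.3 calls were lost with limma-voom.

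Among the fixed genes, the interaction was called for CBP60g, SARD1 (2.39, SE 0.44, adjusted p = 0.00659), LYK5 (1.04, adjusted p = 0.0379) and NPR1 (0.73, adjusted p = 0.0127). The LYK5 call was lost on leaving out any of 10 of the 12 libraries, the exceptions being 35S::CBP60g plant DC4 at 23 °C and plant DC3 at 28 °C. It was not called for ICS1 (0.66, SE 0.621, adjusted p = 0.477), PBS3 (1.33, adjusted p = 0.316), EDS1 (1.22, adjusted p = 0.0704), PAD4 (1.02, adjusted p = 0.178), ALD1 (0.23, adjusted p = 0.866), RLP23 (1.08, adjusted p = 0.123), MKK4 (1.03, adjusted p = 0.141), WRKY75 (0.59, adjusted p = 0.367), BSMT1 (-1.64, adjusted p = 0.3) or PR1 (-0.39, SE 1.15, adjusted p = 0.838). The interaction passed the threshold for EDS1 (1.63) and MKK4 (1.46) without 35S::CBP60g plant DC4 at 23 °C and for RLP23 (1.47) without Col-0 plant DC4 at 28 °C. With all libraries it passed for EDS1 under quantile normalization (1.33), and with array weights for EDS1 (1.2), RLP23 (1.28) and WRKY75 (1.08). For these genes a higher level in 35S::CBP60g at 28 °C was measured, WRKY75 and BSMT1 apart, but a smaller temperature effect was not shown for any of them by the unweighted fit to the values as deposited with all 12 libraries. The PR1 interaction changed sign with the pseudocount, to 0.33 at 0.5 RPKM and 1.96 at 0.1 RPKM.

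**Figure D2:**
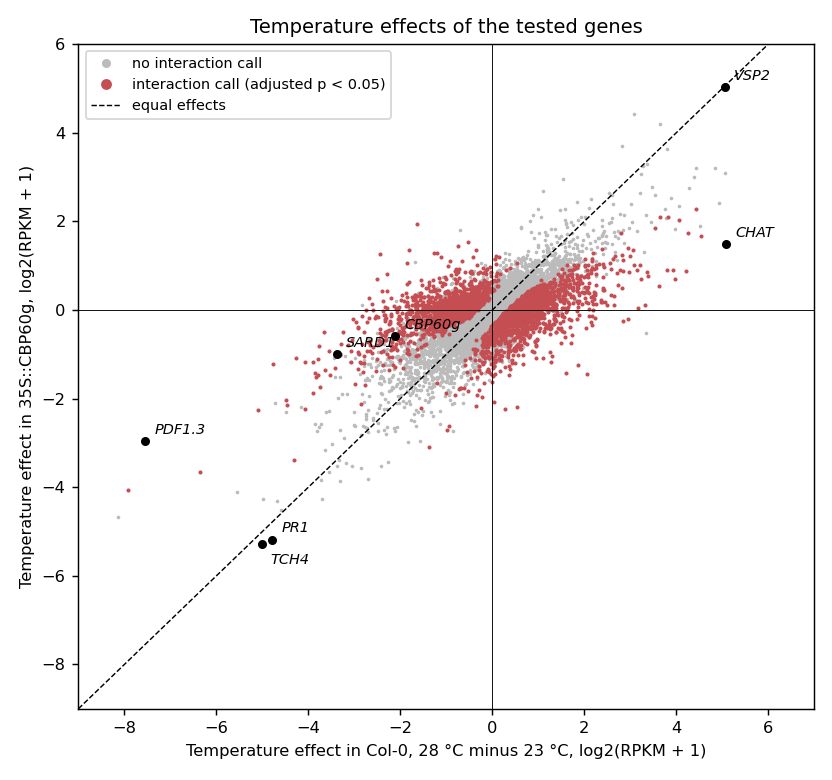
Temperature effect in 35S::CBP60g (vertical axis) against that in Col-0 (horizontal axis) for 16730 genes, both as 28 °C minus 23 °C on the log2(RPKM + 1) scale. Red points are the 3268 genes with an interaction call, and the dashed line marks equal effects; SARD1 and PDF1.3 lie above it, CHAT below it, and PR1, TCH4 and VSP2 close to it.

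A further comparison asked which genes that fell at 28 °C in Col-0 were higher in the transgenic line at that temperature. Of the 4190 genes lower at 28 °C in Col-0, 2031 (48.5%) were higher in 35S::CBP60g than in Col-0 at 28 °C. Simulated tables with no genotype effect at 28 °C gave a mean of 0 and at most 1 such gene in 100 tables. They measure only the overlap that noise in the shared Col-0 libraries would give, and not whether genes that fell were higher in 35S::CBP60g more often than other genes. Of the 1284 genes that fell by at least 1 log2 unit in Col-0, 773 (60.2%) were higher in 35S::CBP60g at 28 °C, 558 (43.5%) had a positive interaction call, and 553 (43.1%) also fell in 35S::CBP60g. Of the 967 genes that rose by at least 1 log2 unit in Col-0, 801 (82.8%) were lower in 35S::CBP60g at 28 °C and 459 (47.5%) had a negative interaction call.

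The ratio rule of the study was rebuilt on group means, because its methods do not say how plants were averaged, and the cluster sizes obtained here are not those of the study. Genes had to have a mean above 1 RPKM and a ratio between temperatures in Col-0 of at least 2 or at most 0.5. The methods of the study name no genotype for this filter, so applying it to Col-0 was a choice made here. Cluster 1, genes that fell more in Col-0, held 844 genes, and cluster 2, genes that rose more in Col-0, held 518. Cluster 3, with a like fall in both genotypes, held 781 genes, and cluster 4, with a like rise, held 840. An interaction call was present for 63.9% of cluster 1, 76.4% of cluster 2, 12.5% of cluster 3 and 22% of cluster 4. Conversely, 2050 of the 3268 genes with an interaction call (62.7%) were in none of the clusters. With 1 RPKM added to each mean before the ratio was taken, cluster 1 held 547 genes.

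Genes chosen by their change in Col-0 were then measured in libraries not used for the choice. Genes that fell by at least 1 log2 unit in 2 plants per temperature (1161 to 1457 genes) had a median change of -1.45 in the left-out Col-0 pair (range -1.76 to -1.18 over the 9 ways) and -0.63 in 35S::CBP60g (range -0.73 to -0.54). Genes that rose (836 to 1181 genes) had medians of 1.38 (range 0.95 to 1.74) and 0.58 (range 0.54 to 0.61). The effect in 35S::CBP60g was 43% of that in Col-0 for falls and 42.1% for rises. Col-0 had the larger median in each of the 9 ways for both directions. Genes chosen by a change in 35S::CBP60g were not measured. A smaller effect in the genotype not used for the choice can follow from the choice, so these shares hold only for genes chosen in Col-0. Across the 16730 genes the 2 temperature effects had a Pearson's r of 0.66, a description across genes. Of 2934 genes called for temperature in both genotypes, 2780 (94.8%) moved in the same direction.

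Gene lists were tested in each contrast. With camera, 18 of the 25 tests passed an adjusted p of 0.05, and 16 of these also passed with fry. The exceptions were the SA pathway list for the temperature effect in 35S::CBP60g and for the interaction. With a correlation between genes estimated from the data, camera called 0 of the 25, and 2 had an unadjusted p below 0.05. The SA pathway list (18 genes) had a mean change of -2.02 at 28 °C in Col-0 (camera adjusted p = 1.91e-06; 18 of 18 genes lower) and -0.68 in 35S::CBP60g (adjusted p = 0.0472), with a mean interaction of 1.34 (camera adjusted p = 7.21e-06, fry adjusted p = 0.0608; 17 of 18 genes positive). The call for temperature in 35S::CBP60g was lost without Col-0 plant DC1 at 23 °C (-0.68) and without 35S::CBP60g plant DC4 at 23 °C (-0.36) or DC2 (-0.57) or DC3 (-0.36) at 28 °C. It was also lost with pseudocounts of 0.1 RPKM (-0.71) and 0.5 RPKM (-0.70) and over genes with a mean of at least 5 RPKM (-0.68). Single interactions were called for 5 of its genes over all genes tested and for 10 adjusted over the list alone. The list was already higher in 35S::CBP60g at 23 °C, by a mean of 1.46 (17 of 18 genes, camera adjusted p = 1.39e-07, fry adjusted p = 0.02). At 28 °C it was higher by 2.81 (18 of 18 genes, camera adjusted p = 2.93e-11, fry adjusted p = 0.000479). Levels in 35S::CBP60g at 28 °C thus include a difference present at 23 °C. In 35S::CBP60g at 28 °C, the mean level of 14 of the 18 genes reached that of Col-0 at 23 °C; SARD1 (73.8% of it), SAG101 (84.4%), PR1 (44.3%) and PR5 (98.6%) stayed below. Leaving out a library of either group gave 12 to 15 genes, 12 being without 35S::CBP60g plant DC1 at 28 °C, where PR1 was at 8.72% and PBS3 at 286%.

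The JA response list (19 of its 21 genes tested) rose at 28 °C by a mean of 1.21 in Col-0 and 1.12 in 35S::CBP60g, with an interaction of -0.09 (camera adjusted p = 0.93) and 0 single calls for the interaction by either adjustment. It was lower in 35S::CBP60g by a mean of -1.43 at 23 °C (19 of 19 genes lower, camera adjusted p = 9.83e-11) and -1.52 at 28 °C (18 of 19 genes lower, adjusted p = 1.07e-05). The heat response list (11 of 15 genes tested) had no call for temperature in Col-0 (mean 0.44, camera adjusted p = 0.399) or in 35S::CBP60g (mean 0, median -0.31, adjusted p = 0.93). It was higher in 35S::CBP60g by a mean of 1.47 at 23 °C (10 of 11 genes, adjusted p = 3.83e-06) and 1.02 at 28 °C (10 of 11 genes, adjusted p = 0.00798). The warm-temperature growth list (9 of 15 genes tested) was lower at 28 °C in 35S::CBP60g by a mean of -1.16 (9 of 9 genes, adjusted p = 2.66e-05). It had no call in Col-0 (-0.45, adjusted p = 0.307) and an interaction of -0.71 (adjusted p = 0.0214). The list was higher in 35S::CBP60g than in Col-0 at 23 °C by a mean of 0.63 (9 of 9 genes, camera adjusted p = 0.00183). At 28 °C the genotypes had no call for it (-0.08, camera adjusted p = 0.866). The mean interaction thus came mainly from the level at 23 °C. PIF4 was an exception, with genotype effects of 0.04 at 23 °C and -0.73 at 28 °C. Over the 3 genes of the list with a mean of at least 5 RPKM the interaction was -0.19 and not called. PIF4, 1 of the 3, had a call of its own (-0.77, adjusted p = 0.0207). The DNA replication list (8 genes) fell at 28 °C in Col-0 by a mean of -1.53 (8 of 8 genes called, -1.1 to -1.89) and had no call in 35S::CBP60g (mean 0, genes between -0.16 and 0.1). Its interaction was 1.53 (camera adjusted p = 7.29e-10, fry adjusted p = 0.000479; 8 of 8 genes called over all genes and adjusted over the list alone). The list was higher in 35S::CBP60g at 28 °C by a mean of 1.09 (8 of 8 genes, camera adjusted p = 1.2e-06, fry adjusted p = 0.000479). At 23 °C it was lower there by a mean of -0.44 (8 of 8 genes, camera adjusted p = 0.000325, fry adjusted p = 0.0309), which is part of the interaction.

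**Figure D3:**
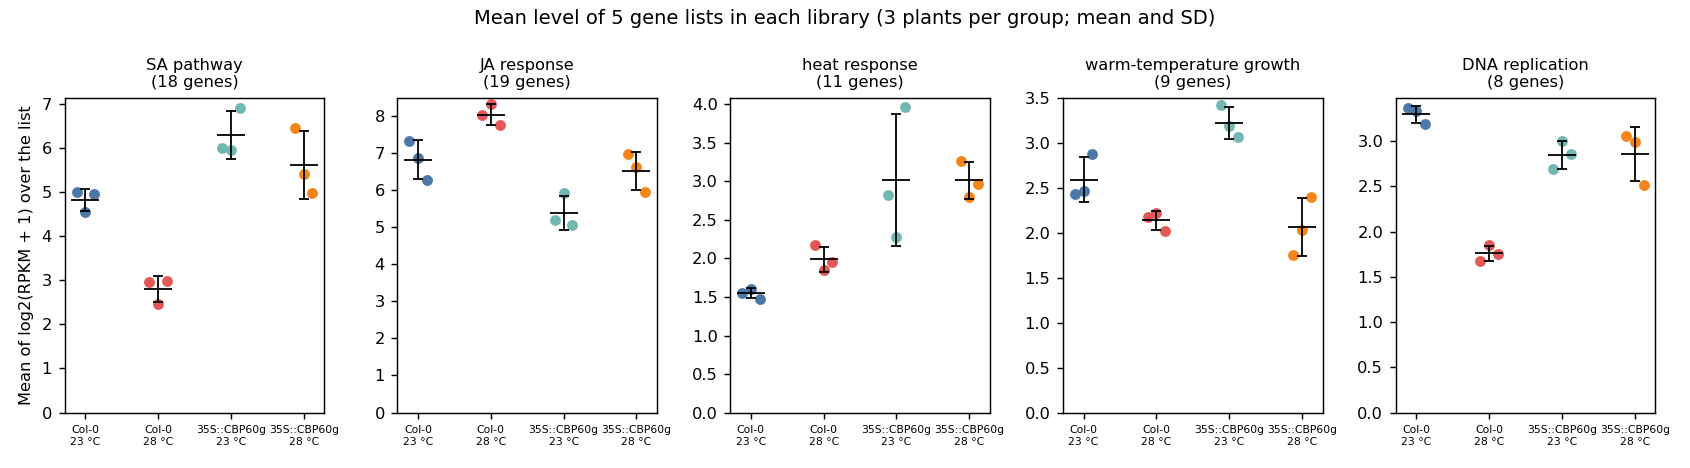
Mean log2(RPKM + 1) over the tested genes of 5 lists in each library, by genotype and temperature on the horizontal axis. Points are single plants (n = 3 per group), and bars are the mean and SD. The DNA replication list is lowest in Col-0 at 28 °C, and the JA response list is lower in 35S::CBP60g than in Col-0 by 1.43 log2 units at 23 °C and 1.52 at 28 °C.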

Values the study reported

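The study kept genes whose RPKM was above 1 and whose values at 23 °C and 28 °C differed by a factor of at least 2. Of these, genes whose ratio in Col-0 divided by that in 35S::CBP60g exceeded 2 formed cluster 1, and those below 0.5 formed cluster 2. The tissue for RNA-seq was taken after 24 h at 23 °C or 28 °C following inoculation. Its general methods add a period of acclimation at the same temperatures before infiltration with the pathogen, unless stated otherwise. Exposure to 28 °C may thus have been longer than 24 h.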

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

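The settings that removed trends on GC content and length and that thinned the libraries to equal depth were added after the data had been seen, and the tests of near matches between PDF1 genes and of clock genes in the interaction were chosen after those interactions had been seen. What each remaining test of this part would show was written before its result was known. Every result here differed between the genotypes by a test of the difference itself, the interaction of genotype and temperature.

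The interaction was called for 3268 genes. Of 100 relabellings of genotype within temperature, the real one included, 3 gave as many calls. The other 2, with 3601 and 3576 calls, both exchanged 2 of the 3 labels at 23 °C and 0 at 28 °C. The 10 drawn that left the labels at 28 °C in place gave 1188 to 3601 calls, and those that exchanged any label at 28 °C gave at most 28. Chance is thus excluded for the count as a whole, but with the 28 °C labels in place mixed groups at 23 °C gave counts around the real one. The count therefore rests mainly on the genotype effect at 28 °C, and its size alone does not separate the interaction from that effect. Several technical explanations are argued against by the tables. Quantile normalization, in place of the scaling by the authors, left 3112 calls, of which 2791 were the same genes, although it raised the share of positive calls to 54.9%. Removing GC content and length trends left 3047 calls, and thinning each library to the same depth left 3173. Leaving out 1 library never took the count below 1780 (without Col-0 plant DC1 at 28 °C), so no single library makes the pattern, though this is a large loss. Choice of genes by their Col-0 change is argued against as well, since the left-out Col-0 libraries had the larger median in 18 of 18 sets. What stays open is the transgene itself, and anything that goes with it in these plants and was not measured in the libraries, such as bacterial load or the makeup of the leaf tissue; a weaker infection at 28 °C in the transgenic line might give the same picture. Harvest time stays open too, since the interactions of morning and evening clock genes differed by -0.88.

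For the same reason, the interactions of single genes could be direct or indirect effects of CBP60g. Positive values were those of CBP60g (1.52), SARD1 (2.39), LYK5 (1.04), NPR1 (0.73), PDF1.2c (3.86), PDF1.3 (4.58), PCR1 (2.96), NUDT6 (2.75) and AT3G57460 (3.71). Negative values were those of CHAT (-3.61), AT2G17500 (-2.87), RTFL21 (-3.49) and AT4G10290 (-3.33). The group mean of AT4G10290 rose 57.8-fold in Col-0 and 62.8-fold in 35S::CBP60g, from 1, 0 and 0 reads in 35S::CBP60g at 23 °C. Its low starting level is thus a candidate explanation for its value, and its call was lost with a pseudocount of 0.1 RPKM and with limma-voom. CHAT rested on 4, 7 and 1 reads in 35S::CBP60g at 23 °C. Its group mean rose 83.4-fold in Col-0 and 22.7-fold in 35S::CBP60g. With limma-voom the CHAT interaction was -2.32 and not called, so a low starting level is a candidate explanation for part of its value too. For CBP60g the transgene has another promoter, and its reads were not separated from those of the resident gene. Reads shared between paralogs are argued against as the whole cause for PDF1.2c and PDF1.3: 0.6% and 4.9% of their 50-base windows occur in another gene, and 35.1% and 26.3% lie within 2 mismatches of another PDF1 gene. A contribution of such reads to the size of these interactions was not excluded. For PDF1.2c and PDF1.3 the interaction came from a lower level in 35S::CBP60g at 23 °C, while both genotypes had low levels at 28 °C. PDF1.2c had 6, 4 and 63 reads in the transgenic libraries at 28 °C and 3, 10 and 112 in those of Col-0, so it was not at the floor in each library. PDF1.3 had 0, 7 and 11 reads in the transgenic libraries at 28 °C and 2, 3 and 15 in those of Col-0, so a floor is a candidate explanation for its smaller fall in 35S::CBP60g, and with limma-voom its call was lost. A possible role of opposite-strand neighbours was not tested. They overlap 18.4% of the exon bases of SARD1, 9.6% of those of NPR1 and 2.4% of those of AT2G17500.

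The SA pathway list differed by 1.34, the warm-temperature growth list by -0.71 and the DNA replication list by 1.53. For the DNA replication list, removal of GC content and length trends gave 1.56 and leaving out 1 library gave at least 1.43, so neither a sequence trend nor 1 outlying library explains it. The list was chosen from a term the study found on these samples. Its interaction held a genotype effect of 1.09 at 28 °C and of -0.44 at 23 °C, so it did not come only from Col-0 at 28 °C. Fewer dividing cells in Col-0 leaves at 28 °C is a candidate explanation, as is a direct effect on these genes; tissue makeup was not measured. For the SA pathway list the interaction was 0.92 without 35S::CBP60g plant DC1 at 28 °C and it was not called by fry. The study reported a term on salicylic acid for these samples as well. For the warm-temperature growth list the interaction held a genotype effect of 0.63 at 23 °C and of -0.08 at 28 °C. It was -0.19 over the 3 genes with a mean of at least 5 RPKM. Of these, PIF4 had an interaction of -0.77 and HB-2 and EXPA8 had 0.03 and 0.16. Only 3 genes are too few to say whether the list depends on level.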

How the results depend on the processing

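The settings with limma-voom, with GC content and length trends removed and with thinned reads were chosen after the data had been seen; the others were chosen before the data were examined. No paired analysis was possible because the columns of the table carry none of the replicate numbers in the labels. Their own plant numbers recur in part between groups, but no source says that equal numbers mark a shared batch, and no fit blocked on them was run. A count model on deposited counts was not run, since the table holds RPKM values.

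Among counts of called genes, array weights gave 3870 for the genotype effect at 23 °C and 6216 for the interaction, and a fit with only the libraries compared gave 2485 for the temperature effect in 35S::CBP60g. Array weights came with a convergence warning, so these larger counts deserve less trust. Leaving out 1 library gave 7461 to 9642 genes for temperature in Col-0, 2752 to 4854 for temperature in 35S::CBP60g, 409 to 2725 for genotype at 23 °C, 5134 to 7315 for genotype at 28 °C and 1780 to 3942 for the interaction. The number of genes lower at 28 °C in Col-0 and higher in 35S::CBP60g at 28 °C was 1523 to 2104. The share of positive calls depended on scaling. It was 55.5% for temperature in 35S::CBP60g under quantile normalization against 44.5% as deposited, and for the interaction 54.9% under quantile normalization and 54.4% with GC content and length trends removed against 44.3%. For genotype at 28 °C it was 49.7% under quantile normalization, 49.1% with median-of-ratios rescaling and 48.6% with GC content and length trends removed against 42.6%, so the excess of lower genes there nearly vanished. The excess of higher genes for temperature in Col-0 (53.7%) was gone with median-of-ratios rescaling (49.5%) and with GC content and length trends removed (49.9%).

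Cluster 1 held 547 genes when 1 RPKM was added to each mean. The cross-fitted rise in 35S::CBP60g was 0.61 with a pseudocount of 0.1 RPKM, 0.62 over genes with a mean of at least 5 RPKM and 0.61 under quantile normalization. With genes chosen at 2 log2 units, falls were -2.46 in left-out Col-0 libraries and -1.16 in 35S::CBP60g, and rises 2.53 and 1.15.

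For the SA pathway list the temperature effect in 35S::CBP60g lost its call with pseudocounts of 0.1 RPKM (-0.71) and 0.5 RPKM (-0.70) and over genes with a mean of at least 5 RPKM (-0.68), and ran from -1.1 to -0.36 on leaving out 1 library. Over its 3 genes with a mean of at least 5 RPKM the warm-temperature growth list lost its calls for genotype at 23 °C (0.32) and for the interaction (-0.19), and its genotype effect at 28 °C changed sign to 0.13 (-0.25 to 0.07 on leaving out 1 library). The heat response interaction (-0.45) had no call, gained 1 without 35S::CBP60g plant DC2 at 23 °C (-0.82) and changed sign without plant DC4 of that group (0.02). The remaining changes of sign were of list means between -0.09 and 0 with all libraries. The heat response list at 28 °C in 35S::CBP60g gave 0.01 with a pseudocount of 0.1 RPKM, 0.33 over genes with a mean of at least 5 RPKM, 0 with median-of-ratios rescaling, 0.02 under quantile normalization, 0.01 with GC content and length trends removed, and -0.38 to 0.47 on leaving out 1 library. The DNA replication list there gave 0 over genes with a mean of at least 5 RPKM, 0.01 with median-of-ratios rescaling, and -0.1 to 0.17 on leaving out 1 library. The JA response interaction was 0.03 under quantile normalization, 0.01 with GC content and length trends removed and -0.34 to 0.19 on leaving out 1 library.

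Of 96 results for named genes, 67 were called. The PR1 interaction was 1.96 with a pseudocount of 0.1 RPKM, 0.33 with 0.5 RPKM, 3.26 with limma-voom and -1.51 to 0.36 on leaving out 1 library. The ALD1 interaction was -0.12 with array weights and -0.6 to 0.66 on leaving out 1 library, and the BSMT1 interaction went from -1.64 to 0.27 with limma-voom. The temperature effect in 35S::CBP60g on leaving out 1 library was -0.24 to 1.09 for PBS3, -0.65 to 0.05 for PAD4, -0.18 to 0.26 for LYK5, -0.37 to 0.47 for MKK4 and -0.09 to 0.11 for NPR1. With GC content and length trends removed it was -0.02 for LYK5 and -0.01 for NPR1, and with array weights -0.05 for NPR1. The genotype effect at 23 °C was -0.24 to 0.6 for MKK4, -0.16 to 0.4 for WRKY75 and -0.09 to 0.11 for NPR1 on leaving out 1 library. For NPR1 it was 0 with median-of-ratios rescaling, limma-voom and thinned reads and -0.01 with GC content and length trends removed.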

Other observations

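The test of the heat response list without 1 plant and the levels relative to Col-0 at 23 °C without 1 plant were chosen after those results had been seen, the reading of the clock test as open was chosen after its value had been seen, and so were the clock tests for temperature in Col-0 and for the interaction; the other tests in this part were chosen before their results were known. In the 3-against-3 comparisons, the real grouping gave more calls than the other 9 splits of the 6 libraries for each of the temperature effect in Col-0, the temperature effect in 35S::CBP60g, the genotype effect at 23 °C and the genotype effect at 28 °C (1 of 10 splits as large in each). The other splits gave at most 2 calls, but 10 splits cannot give a share under 0.1, so chance cannot be excluded by this count alone. For temperature, genes chosen by a change of at least 1 log2 unit in 2 Col-0 plants per temperature argue against chance. Falling genes had medians of -1.45 in the left-out pair (range -1.76 to -1.18) and -0.63 in 35S::CBP60g (range -0.73 to -0.54). Rising genes had 1.38 (range 0.95 to 1.74) and 0.58 (range 0.54 to 0.61). Genotype effects were not tested in this way.

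Heat response genes were higher in 35S::CBP60g at 23 °C. The mean difference of the list was 1.47, and 1.84 without plant DC2 and 1.00 without plant DC4 of 35S::CBP60g at 23 °C. The list mean per plant was 2.82, 2.28 and 3.96 there, against 1.48 to 1.61 in Col-0, so 1 outlying library does not make the difference, though plant DC4 enlarges it. The same plant also had the highest ICS1, EDS1 and PAD4 values of its group. Protein load from the strong promoter is a candidate explanation that these data do not test.

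PR1 and SA synthesis genes parted at 28 °C in the transgenic line. ICS1 was at 377% and PBS3 at 441% of the Col-0 level at 23 °C, whereas PR1 was at 44.3%. The PR1 level was carried by plant DC1 (35.5 RPKM, against 3.65 and 1.72): without it PR1 was at 8.72%, ICS1 at 287% and PBS3 at 286%. The PR1 interaction went from -0.39 to 1.96 with a pseudocount of 0.1 RPKM and to 3.26 with limma-voom on the recovered reads. The data may therefore be read as a fall of PR1 in both genotypes, from different starting levels, and the size of the difference is set by how a group with 6 reads in all is treated.

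If SA and JA genes opposed each other from plant to plant, the deviations of the SA pathway and JA response list means from their group means would correlate negatively. Over the 12 libraries Pearson's r was 0.13 (permutation p = 0.725 over 1296 permutations within groups, adjusted p = 0.933 over 2 tests) and Spearman's rho 0.03 (permutation p = 0.933, adjusted p = 0.933). Without the 2 libraries farthest from the median, r was 0.05. No opposition between plants was detectable at this number of libraries, which are too few to exclude it, although the 2 lists moved in opposite directions between the genotypes.

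JA-related genes split at 28 °C. VSP1 and VSP2 rose in both genotypes, by 3.64 and 5.06 log2 units in Col-0, whereas PDF1.2, PDF1.2c and PDF1.3 had log2 differences of -8.13 to -7.54. All 5 were lower in 35S::CBP60g at 23 °C, VSP2 without a call (adjusted p = 0.061).

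Harvest at different times of day could give differences between groups. The morning clock genes CCA1, PRR9 and PRR7 differed between genotypes by a mean of 0.42 at 23 °C and -0.58 at 28 °C, and the evening genes TOC1, GI, ELF4 and LUX by 0.02 and -0.09. The difference between morning and evening genes was 0.4 at 23 °C and -0.49 at 28 °C, under the 0.5 log2 units set beforehand as the sign of a shift. By that limit no shift between genotypes was shown at either temperature, but the value lay so close to it that the test is left open. With 7 genes and opposite signs at the 2 temperatures, a small shift in harvest time cannot be told apart from a genotype effect on the clock. The same difference was 1.22 for temperature in Col-0, 0.34 for temperature in 35S::CBP60g and -0.88 for the interaction, the first and last past 0.5. Temperature itself may move clock genes, and CBP60g may change that response, so these values cannot be told apart from a difference in harvest time. Of these genes, CCA1 and PRR7 had a call at 28 °C (adjusted p = 0.0414 and 0.000496).

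NPR1 fell at 28 °C in Col-0 by 0.72 log2 units and did not change in 35S::CBP60g (0.01). Its genotype effect at 23 °C was 0, and from -0.09 to 0.11 on leaving out 1 library.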
